# Gene Expression Dynamics at the Neurovascular Unit During Early Regeneration After Cerebral Ischemia/Reperfusion Injury in Mice

**DOI:** 10.3389/fnins.2020.00280

**Published:** 2020-04-02

**Authors:** Roxane-Isabelle Kestner, Franziska Mayser, Rajkumar Vutukuri, Lena Hansen, Stefan Günther, Robert Brunkhorst, Kavi Devraj, Waltraud Pfeilschifter

**Keywords:** stroke, blood-brain barrier, high-throughput nucleotide sequencing, matrix metalloproteinases, reperfusion injury, translational medical research

## Abstract

With increasing distribution of endovascular stroke therapies, transient middle cerebral artery occlusion (tMCAO) in mice now more than ever depicts a relevant patient population with recanalized M1 occlusion. In this case, the desired therapeutic effect of blood flow restauration is accompanied by breakdown of the blood-brain barrier (BBB) and secondary reperfusion injury. The aim of this study was to elucidate short and intermediate-term transcriptional patterns and the involved pathways covering the different cellular players at the neurovascular unit after transient large vessel occlusion. To achieve this, male C57Bl/6J mice were treated according to an intensive post-stroke care protocol after 60 min occlusion of the middle cerebral artery or sham surgery to allow a high survival rate. After 24 h or 7 days, RNA from microvessel fragments from the ipsilateral and the contralateral hemispheres was isolated and used for mRNA sequencing. Bioinformatic analyses allowed us to depict gene expression changes at two timepoints of neurovascular post-stroke injury and regeneration. We validated our dataset by quantitative real time PCR of BBB-associated targets with well-characterized post-stroke dynamics. Hence, this study provides a well-controlled transcriptome dataset of a translationally relevant mouse model 24 h and 7 days after stroke which might help to discover future therapeutic targets in cerebral ischemia/reperfusion injury.

## Introduction

Over the past decades, management of ischemic stroke has improved dramatically. The “penumbra” concept has given rise to pharmacological and mechanical recanalization therapies which are able to rescue ischemic brain tissue if applied early enough. Unfortunately, only a fraction of all stroke patients benefits from those therapies due to a narrow time window for optimal treatment and relevant contraindications. Additionally, after successful recanalization reperfusion-associated brain injury occurs due to secondary impairment of the blood-brain barrier (BBB) (Choi and Pile-Spellman, 2018). Despite intensive experimental research, promising drug candidates for acute and postacute stroke treatment have failed to translate into new therapeutic strategies (O’Collins et al., 2006). Better understanding of the processes at the BBB and their temporal dynamics is critical to overcome this “translational roadblock.”

Target of many of these experimental approaches is the neurovascular unit (NVU) which comprises brain capillaries as well as adjacent pericytes, astrocytes, along with their extracellular matrix (ECM) in addition to microglia and neurons (Iadecola, 2017). The specialized endothelium of those capillaries forms the BBB, a highly polarized and tightly regulated interface of the brain microvasculature and CNS tissue. The interplay of an unfenestrated network of tight junctions and specialized transporters allows a selective permeability to water and nutrients yet keeping toxins and pathogens out (Cummins, 2012; Knowland et al., 2014).

Ischemic strokes are caused by an acute occlusion of a cerebral vessel leading to oxygen and glucose deprivation in the dependent brain tissue. Due to a consecutive breakdown of the neuronal ionic balance release of glutamate and induction of glutamate-mediated pathways occurs and triggers cell death by massive calcium influx. This so-called glutamate excitotoxicity is one of the first phenomena to take place in the ischemic lesion leading to extensive cell death (Szydlowska and Tymianski, 2010). In parallel, lack of oxygen causes a failure of the respiratory chain and mitochondrial function so that pH is reduced and free radicals expand the local tissue damage (Lipton, 1999). Subsequently, a sterile inflammatory reaction going along with a hyperacute imbalance of matrix metallopeptidases (MMPs), especially MMP-9, and their endogenous counterplayers, tissue inhibitor of metallopeptidases (TIMP)-1 and -2 (Barr et al., 2010; Lenglet et al., 2014) triggers the destruction of the crucial endothelial-ECM interface of the BBB (Edwards and Bix, 2018). On the other hand, a step-wise degradation of endothelial cells in the oxygen-deprived area has been observed in the context of permanent and reperfused stroke even without disintegration of tight junction molecules (Krueger et al., 2015). Altogether, BBB function is disrupted and allows invasion of immune cells and pathogenic factors.

Unfortunately, re-establishment of blood-flow in the occluded vessel does not simply reverse those effects. MMPs stay upregulated after reperfusion and free radicals have been reported to even increase in this context as degraded lipid components serve as substrates for further production of reactive oxidative species (Bai and Lyden, 2015). In combination with a transient hyperemia which can last for hours or even days after recanalization treatment (Kidwell et al., 2001) patients are at risk for secondary vasogenic edema and hemorrhagic transformation of the infarcted area (Yang et al., 2007; Strbian et al., 2008; Sun et al., 2017). This so-called cerebral ischemia/reperfusion (I/R) injury hampers the clinical benefit of recanalization therapies and is target of experimental treatment strategies.

Previous experimental studies have shown a neuroprotective effect of acute MMP-9 inhibition in stroke (Asahi et al., 2000) whereas MMP-9 inhibition in the early recovery phase exacerbated stroke-induced brain damage (Zhao et al., 2006). Several other pathophysiological processes have shown a similar unexpected biphasic function after stroke (Ma et al., 2017; Sandvig et al., 2018). Only long-term observations of cohorts with acceptable survival rates allow to assess the full picture of post-ischemic vascular inflammation, its resolution and tissue repair.

We therefore performed a transcriptomic analysis of brain microvessels of a carefully monitored mouse population at 24 h and 7 days post transient middle cerebral artery occlusion (tMCAO) to depict an early timepoint after transient vessel occlusion, dominated by cytotoxic, protein degrading and inflammatory pathways as well as a later one, displaying first regenerative processes amid persisting immune cell infiltration and cytotoxic conditions. By this, we obtained comprehensive and unbiased insights on the complex molecular changes that occur at the BBB in the first days after cerebral I/R injury in mice.

## Materials and Methods

### Animals

A total of 95 male 10–12 weeks old C57Bl/6J mice (25–30 g) were purchased from Charles River Laboratories (Sulzfeld, Germany) and housed on a 12 h/12 h light/dark cycle with *ad libitum* access to food and water. Due to fight wounds, three mice were excluded before intervention. Experiments were performed in compliance with the ARRIVE guidelines for animal research, in accordance with the German Protection of Animals Act and the guidelines for care and use of laboratory animals by the local committee (Regierungspräsidium Darmstadt, approval number FU/1143).

### Transient Middle Cerebral Artery Occlusion and Post-stroke Care

The right middle cerebral artery was occluded as described previously (Pfeilschifter et al., 2012). Briefly, mice were anesthetized with 1.5% isoflurane and kept on a temperature-controlled heating mat throughout surgeries. After ligation of the right common and external carotid arteries, a standard silicone rubber-coated monofilament (6-0 medium, Doccol, Sharon, MA, United States) was advanced until the branching point of the middle cerebral artery, allowing reperfusion after 60 min. In sham controls, the filament was retracted immediately after reaching the branching point. Analgesia was achieved by i.p. injections of buprenorphine (0.1 mg/kg bodyweight) 30 min before surgery and in 8 h-intervals during the first 48 h. Mice were housed in groups of 3–5 animals and cages kept on a heating mat (Beurer, Ulm, Germany). Daily monitoring included body weight, rectal temperature and clinical signs of pain, subarachnoid hemorrhage (SAH) or brain herniation. Experimental design is summarized in Figure 1A. On day 1, 3, and 7 after surgery, neurological and general deficits were assessed using the Experimental Stroke Scale (ESS) established by Lourbopoulos et al. (2017). Food and water were supplied adapted to the individual animal’s need according to the maximized post-stroke support protocol described there. This procedure included daily monitoring of weight and body temperature and, according to the hereby identified condition of the animals, oral feeding of 1–3 mL of dissolved food pellets per day. Liquids were provided by subcutaneous application of 2–4 mL warmed 0.9% saline given in two doses per day. Additionally, jelly food and food pellets were kept on the cage floor to be easily accessible for recovering individuals. Animals were sacrificed either 24 h or 7 days post-stroke. Stroke-related mortality was 12% in the 24 h- and 28% in the 7 day-cohort. Four mice were excluded from the study and calculation of stroke related mortality: three animals due to proof of artificial SAH in post-mortem autopsy and one sham-operated animal due to stroke symptoms.

**FIGURE 1:**
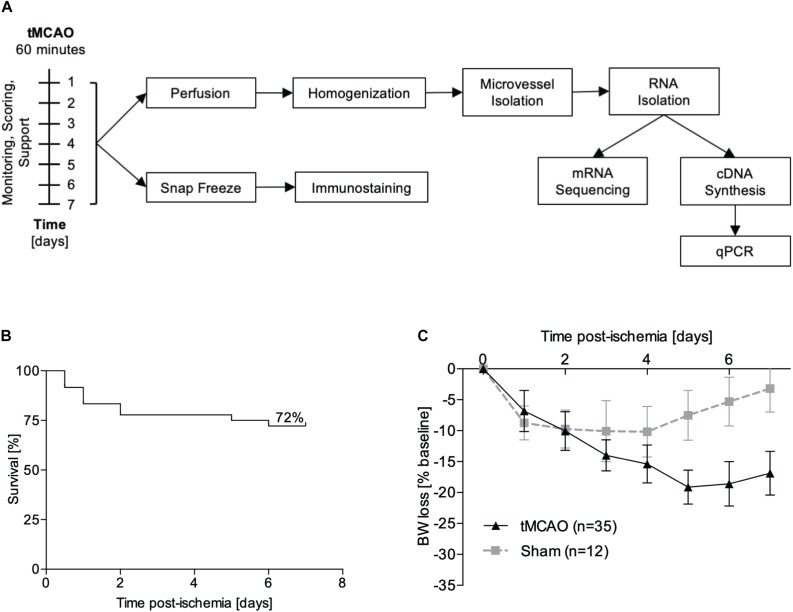
Experimental design. **(A)** Male C57Bl/6 mice underwent tMCAO or sham surgery and were supported for either 24 h or 7 days. For RNA sequencing, perfused microvessels from the ipsi- and contralateral hemispheres were isolated and pooled (*n* = 3 hemibrains per sample, *n* = 3 samples per group). For immunofluorescence staining, brains were snap frozen and cut into 10 μm sections. **(B)** Kaplan–Meier plot for survival of animals after tMCAO (*n* = 35). **(C)** Weight loss after sham (gray line, *n* = 12) and tMCAO surgery (black line, *n* = 35) presented as percentage reduction from preoperative body weight ± SD.

### Isolation of Mouse Brain Microvessels

Isolation of mouse brain microvessels (MBMVs) were isolated as indicated in Figure 2A using a previously described protocol (Gurnik et al., 2016). All steps were performed at 4°C or on ice. In brief, post anesthesia, mice were transcardially perfused with sterile phosphate buffered saline (PBS; Gibco, Thermo Fisher Scientific) for 10 min using a peristaltic pump (Ismatec, Cole-Parmer, Wertheim, Germany). Brains were macroscopically checked for broad cortical infarction and collected in microvessel buffer (MVB: 15 mM HEPES, 147 mM NaCl, 4 mM KCl, 3 mM CaCl_2_, 1.2 mM MgCl2, 5 mM glucose, and 0.5% BSA, pH 7.4) on ice. Individual stroke volumes could not be quantified during the isolation process without risking loss of vital material and artificial tissue reactions. Medium stroke sizes in our surgery setup covering about 60% of the hemisphere have been reported before (Friedländer et al., 2017). To estimate stroke volumes in the present study, male C57B/6J mice were operated by RK under same conditions as the mice used for mRNA sequencing. After 24 h, mice were sacrificed, brains removed carefully from the skull and cut into 1 mm sections. Subsequently, brain slices were stained in 2% 2,3,5-Triphenyl-tetrazolium chloride (TTC) at 37°C for 5 min and imaged on a flatbed color scanner (CanoScan LiDE 100; Canon, Tokyo, Japan). The hereby obtained Photoshop images were used for semi-automatical stroke volume calculation by an ImageJ macro established by Friedländer et al. (2017). Individual results are summarized in Supplementary Figure IV (mean stroke volume 57.2%, median 55.6%).

**FIGURE 2:**
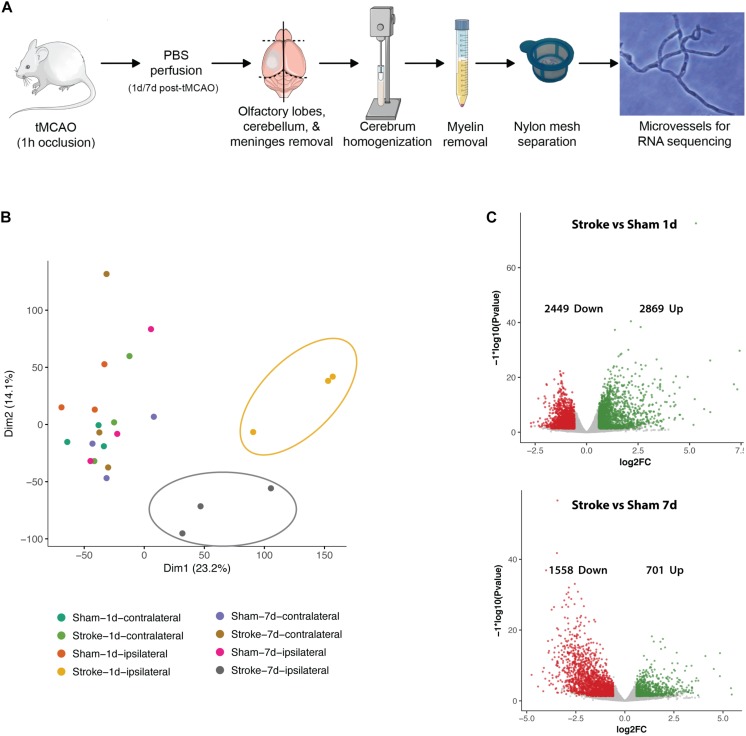
Basic characteristics post-stroke transcriptomics in microvessels. **(A)** Microvessel isolation protocol. **(B)** PCA plot of all samples. Distinct clusters are highlighted (yellow/upper right circle: ipsilateral hemispheres 24 h after tMCAO, gray/central circle: ipsilateral hemispheres 7 days after tMCAO). **(C)** Volcano plots of regulated genes in comparison 5 (stroke ipsilateral versus sham ipsilateral 24 h) and 6 (stroke ipsilateral versus sham ipsilateral 7 days). Transcripts accepted as regulated: mean > 5 counts, log_2_fc <> ±0.585, FDR ≤ 0.05.

After removal of the cerebellum, brain stem and olfactory lobes, meninges were peeled off by rolling the cerebrum on autoclaved Whatman filter paper (Schleicher & Schuell, München, Germany). Hemispheres were separated and pooled (from three animals). Tissue was homogenized in MVB using a Dounce homogenizer (Wheaton, 0.025 mm clearance) attached to an electrical overhead stirrer (2000 rpm, VOS 14, VWR) and centrifuged at 400 × *g* for 10 min. Myelin fat was separated by resuspension of the pellet in 25% BSA and centrifugation at 2000 × *g* for 30 min. Subsequently, the cell pellet was resuspended in MVB and filtered through a 100 μm cell strainer (Falcon, Corning, NY, United States) to remove large vessel fragments and tissue clusters. The flow-through was filtered through a 40 μm cell strainer (Falcon, Corning, NY, United States) to be cleared from erythrocytes, dead cell nuclei and cell debris. Microvessels were harvested directly from the 40 μm mesh in RLT buffer (Qiagen, Düsseldorf, Germany) containing Dithiothreitol (DTT, 40 mM; Roche Diagnostics, Indianapolis, IN, United States) and stored at −80°C until RNA isolation. Successful isolation of microvessel fragments was verified by light microscopy assessment.

A total of 32 MBMV samples were generated and included into 8 groups (sham ipsilateral 24 h, sham contralateral 24 h, tMCAO ipsilateral 24 h, tMCAO contralateral 24 h, sham ipsilateral 7 days, sham contralateral 7 days, tMCAO ipsilateral 7 days, tMCAO contralateral 7 days). One group consisted of *n* = 4 samples each. One sample was generated by pooling three hemispheres of the same kind after brain removal and separation of ipsi- and contralateral hemispheres. Analysis identified four samples as outliers and further analysis was performed on *n* = 3 samples per group. In total, one group contains brain hemispheres of 3 × 3 = 9 animals. The work flow and experimental design is shown in Figure 1A.

### mRNA Sequencing From MBMVs

RNA was extracted from MBMVs using Qiagen RNeasy plus Micro Kit (Qiagen, Düsseldorf, Germany) following the instructions provided by the manufacturer. RNA concentration measured by Qubit fluorometer (Thermo Fisher Scientific) did not differ significantly within the samples [mean 24 h 22.24 (ng/μL) ± SD 4.55 (ng/μL), mean 7 d 27.82 (ng/μL) ± SD 2.51 (ng/μL), mean total 25.03 (ng/μL) ± SD 9.05 (ng/μL)]. Samples were deep frozen (−80°C) and transferred to the mRNA sequencing facility at Max Planck Institute for Heart and Lung Research Bad Nauheim.

After verification of RNA quality (LabChip Gx Touch 24, Perkin Elmer), equal amounts of RNA from each sample were subjected to mRNA sequencing using a NextSeq 500 sequencer (Illumina, San Diego, CA, United States). FastQC tool (Babraham Bioinformatics, 2010) was used to verify signal quality, adaptor content and duplication rate. Adapters were removed and data trimmed; reads of a length between 30 and 150 base pairs were accepted for further analysis. Using STAR 2.4.0a, results were aligned to the murine mm10 genome (Ensembl) with maximum ratio of mismatches to mapped length set to 10%. Reads matching multiple genes or regions were excluded.

### Quantitative Real Time PCR

Part of the total RNA (40 ng) from each sample was subjected to cDNA synthesis using RevertAid Reverse Transcriptase Kit (Thermo Fisher Scientific, Darmstadt, Germany). Quantitative Real Time PCR (qRT-PCR) was performed using TaqMan Gene Expression Assays in Applied Biosystems 96-well PCR plates (Thermo Fisher Scientific). Plates were sealed with Clear Seal Diamond Heat Sealing Film (Thermo Fisher Scientific) and run in an AB7500 fast system (Applied Biosystems, Thermo Fisher Scientific, Foster City, CA, United States). TaqMan probes (Thermo Fisher Scientific) were used to quantify transcripts of hypoxanthine phosphoribosyltransferase 1 (HPRT, Mm03024075_m1), matrix metalloproteinase 9 (MMP9, Mm00442991_m1) and tissue inhibitor of metalloproteinases 1 (TIMP1, Mm01341361_m1).

### Immunohistochemical Staining on Cryosections

After sacrificing the animals, brains were extracted and natively frozen in Tissue TEK O.C.T. Compound (Sakura Finetek, Torrance, CA, United States) on dry ice and stored at −80°C. Coronal 10 μm sections were fixed in 4% PFA for 10 min and blocked in 10% fetal bovine serum in TBS-TritonX 0.3%. Tissue was incubated with primary antibodies (mouse-anti-mouse occludin, Invitrogen/Thermo Fisher Scientific #OC-3F10, 1:200; rat-anti-mouse CD31, BD Biosciences #BD553370, 1:200) for 2 h at room temperature followed by 1 h-incubation using fluorescence-conjugated secondary antibodies (donkey-anti-rat Alexa Fluor 488, donkey-antimouse Alexa Fluor 568, 1:400). After counter-staining for nucleic acids with 4’,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich, St. Louis, MO, United States, 1:1000) sections were mounted with fluorescent mounting medium (Dako, Agilent, Santa Clara, CA, United States). Images were acquired at 40× magnification with a Nikon 80i microscope and quantified using NIS elements software (Nikon, Düsseldorf, Germany). Exposure time and LUTs settings were maintained at same values for all samples.

### Statistical Methods

Reads obtained by *mRNA sequencing* were normalized and differentially analyzed using DESeq2 package version 1.14.1 (Love et al., 2014). To define genes as significantly regulated, a logarithmic fold change of at least ± 0.585, a mean value higher than 5 and *p*-value lower than 0.05 adjusted by Benjamini–Hochberg procedure for multiple comparisons was required.

For *qRT-PCR* validation cDNA levels were normalized to HPRT as this gene was identified as being unchanged between samples from ischemic and non-ischemic hemispheres. Differential expression was calculated by the 2^–ΔCT^ method. Assuming a normally distributed population we used a *t*-test for separate comparison of sample pairs (sham ipsilateral 24 h versus tMCAO ipsilateral 24 h, sham ipsilateral 7 days versus tMCAO ipsilateral 7 days). A *p*-value below 0.05 was accepted as significant.

For *IHC* validation on cryosections we normalized occludin staining to CD31 positive vessels. To achieve this, we defined binaries for both antibodies by signal intensity in NIS elements software and measured the respective areas were measured. Afterward, the percentage of the CD31 + occludin-positive fraction from the total CD31-positive area was calculated. Separate comparison of sample pairs (core ipsilateral versus periinfarct ipsilateral 24 h, core ipsilateral versus core contralateral 24 h, core ipsilateral versus periinfarct ipsilateral 7 days, core ipsilateral versus core contralateral 7 days), was performed by *t*-test. A *p*-value below 0.05 was accepted as significant.

## Results

### Establishment of the Post-stroke Care Protocol

Using the post-stroke care protocol of Lourbopoulos et al. (2017) that we established in our facility, we achieved similar survival rates in the tMCAO model as previously reported. With optimized monitoring and feeding support, the mortality at 7 days post-stroke was reduced to 28% (Figure 1B) from an expected mortality of at least 59%. The weight loss curve reached the nadir at day 3 for sham operated mice and at day 5 for animals which underwent tMCAO. From day 6 onward, weight either stabilized or started to recover (Figure 1C).

### Expression Dynamics After Cerebral I/R Injury

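RNA was sequenced from 24 libraries of mouse brain microvessels, with 3 libraries in each of 8 groups formed by surgery (tMCAO or sham), hemisphere and time point (24 h or 7 days). Each library held microvessels pooled from 3 hemispheres, so that 9 animals stood behind each group. The authors aligned the reads to mm10, divided the reads of each gene by a DESeq2 size factor per library and deposited the rounded normalized counts of 17270 genes. Such a value is a score relative to the 24 libraries together, not a number of reads. The totals lay between 15924780 and 18787932 normalized counts per library, with a median of 16953257. From the regular gaps between the lowest values, size factors of 0.805 to 1.24 were recovered, which correspond to an estimated 13693168 to 20029096 reads on genes per library. Correlations of the log2 values between replicates of a group were between 0.967 and 0.988. For testing, 1 was added to each normalized count, log2 values were taken and all 8 groups were fitted together with limma and a mean-variance trend. The 15982 genes with a mean above 5 normalized counts over the 24 libraries were tested, of which 14287 were protein-coding. A gene was called regulated when its Benjamini-Hochberg adjusted p-value was under 0.05 and its log2 fold change was above 0.585 or below the negative of this limit, as the paper's methods set it. On simulated libraries of the same size and number with only 200 changed genes, 59.8% of 87 genes changed by 1 on the log2 scale and 86.6% of 112 genes changed by 2 were recovered, and 7 of 15787 unchanged genes were called. Summed over the 7 comparisons, there were 11237 regulations, which fell on 5218 different genes.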

Of a total of 141,136 reads in protein coding sequences 12,690 show significant regulation in altogether 7 comparisons (1: stroke ipsi- versus contralateral 24 h, 2: stroke ipsi- versus contralateral 7 days, 3: sham ipsi- versus contralateral 24 h, 4: sham ipsi- versus contralateral 7 days, 5: stroke ipsilateral versus sham ipsilateral 24 h, 6: stroke ipsilateral versus sham ipsilateral 7 days, and 7: stroke ipsilateral 24 h versus 7 days). Principal component analysis (PCA) revealed that all control samples (contralateral hemispheres of mice 24 h and 7 days post-stroke as well as both hemispheres of sham operated animals) cluster together. 

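In a principal component analysis of the log2 values, with each of the 15982 genes scaled to unit variance, the first component held 24.0% of the variance and the second 14.3%. The 18 control libraries lay between -68.3 and 9.50 on the first component, with a mean of -31.2 ± 19.9 (SD, n = 18). None of them reached the range of the stroke ipsilateral libraries, which began at 32.2. Along the second component the same controls were spread from -109 to 54.4, with an SD of 43.6. Within the groups of 3 control libraries, the SD on this component was smallest in the sham contralateral hemispheres at 24 h (6.87) and largest in the contralateral hemispheres 7 days post-stroke (79.8).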

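Between the hemispheres of sham-operated mice, 0 genes were regulated at 24 h and 0 at 7 days. An unadjusted p under 0.05 in limma's test was found for 367 (2.3%) and 359 (2.2%) of the tested genes. Both are less than the share of 0.05 that chance gives. Same-numbered libraries of these groups resembled each other more than the other libraries did, with a mean correlation of their residuals of 0.293 at 24 h and 0.411 at 7 days. With the mouse pool as a block, 1 gene (S100a9, named after its values were seen) was regulated between the sham hemispheres at 24 h and 0 at 7 days. Over the 6 same-numbered pairs of sham libraries, a comparison chosen after the data were seen, marker panels of endothelial cells were lower ipsilaterally in all 6 pairs (mean log2 difference -0.16), and those of astrocytes (0.56), neutrophils and monocytes (0.60) and T cells (0.25) were higher in all 6. The exact sign-flip permutation p was 0.0312 for each, the smallest for 6 pairs, and 0.0859 after Benjamini-Hochberg adjustment over 11 panels, which did not pass. The contralateral hemispheres of tMCAO- and sham-operated mice differed in 0 regulated genes at 24 h (405, or 2.5%, with an unadjusted p under 0.05, also less than chance gives) and in 5 genes at 7 days, of which 4 were higher after tMCAO (Per2, C4b, Icam1 and Usp2) and 1 was lower (Il10rb). These 5 were named after their values were seen. From 24 h to 7 days, the contralateral hemispheres after tMCAO differed in 0 regulated genes, although 2637 genes had an unadjusted p under 0.05. The sham groups of the 2 time points differed in 76 regulated genes ipsilaterally (48 higher at 7 days) and in 53 contralaterally (37 higher at 7 days).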

As no major differences were seen between the different controls we decided to continue analysis on comparisons 5–7. Heatmaps and pathway analyses of comparisons 1 and 2 can be seen in Supplementary Figure I. The ipsilateral hemispheres 24 h post-stroke form a distinctive cluster farthest from the controls. 

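On the first principal component, the 3 ipsilateral libraries 24 h post-stroke lay between 84.6 and 149, a mean of 155 units above the 18 controls (2-sided exact permutation test over 1330 splits, p = 7.5e-04, the smallest p these splits allow). The splits treat all libraries as independent, although hemispheres taken as the same pool of mice are among them. This p can therefore overstate the evidence. In comparison 1, ipsilateral against contralateral at 24 h, 1360 genes were higher and 821 lower, and 5938 genes had an unadjusted p under 0.05. In comparison 2, the same contrast at 7 days, 485 genes were higher and 1595 lower (limma with Benjamini-Hochberg adjustment in both). Same-numbered libraries of the hemispheres were correlated in their residuals here as well (mean 0.251 at 24 h and 0.144 at 7 days). With the mouse pool as a block, 1613 genes were higher and 1113 lower at 24 h, and 681 were higher and 1768 lower at 7 days. The balance of directions at 24 h depended on the scaling, since after median centring of the libraries 1097 genes were higher and 1239 lower.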

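The 3 ipsilateral libraries 7 days post-stroke had scores of 32.2 to 109.6 on the first principal component and a mean 94.5 units above the controls (2-sided exact permutation test over 1330 splits, with the same p as at 24 h and the same limit from shared pools of mice). This distance was 60.9% of that at 24 h. The scores of the time points overlapped, and their difference of 60.7 units was not resolved by the 20 splits of 3 against 3 libraries (exact permutation p = 0.200, where 0.1 is the smallest possible). With 1 stroke ipsilateral library left out in turn, the distance at 7 days was between 37.0% and 77.9% of that at 24 h. With the 500 genes of highest variance, not scaled, it was 73.0%, and without scaling of all genes it was 109.5%, with means of 79.9 and 72.9 units above the controls at 7 days and 24 h. On the second component the libraries 7 days post-stroke had a mean of 71.5 ± 15.4 (SD, n = 3) and lay above all 3 libraries of 24 h, whose mean was -25.6 ± 26.0 (SD, n = 3).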

Ipsilateral hemispheres 7 days post-stroke cluster between the acutely ischemic tissue and the controls indicating post-stroke recovery (Figure 2B). 

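In the ipsilateral hemisphere 24 h after surgery, 1603 genes were higher and 1316 lower in tMCAO- than in sham-operated animals (limma, Benjamini-Hochberg adjusted p under 0.05, with the limit on the log2 fold change). An unadjusted p under 0.05 was found for 6734 of the 15982 genes. In 2809 of the 2919 regulated genes (96.2%) the 3 stroke libraries did not overlap the 3 sham libraries, which chance gives in 10% of genes and which was the case in 49.0% of all genes tested. At 7 days, 523 genes were higher and 1591 lower, and 4687 genes had an unadjusted p under 0.05. Of these 2114 regulated genes, 2063 (97.6%) did not overlap, against 30.0% of all genes. Without the limit on the fold change, which moved these counts most apart from that of the lower genes at 7 days, 2783 genes were higher and 2102 lower at 24 h, and 970 were higher and 1730 lower at 7 days. The balance of directions at 24 h depended on the scaling, since after median centring of the libraries, which moved the median of all genes by -0.063, 1330 genes were higher and 1707 lower. At 7 days 625 were higher and 1548 lower after it. The residuals of same-numbered libraries were slightly opposed at 24 h (mean correlation -0.161), and with the replicate number as a block 1573 genes were higher and 1235 lower. With 1 library left out in turn, the count of higher genes was between 1236 and 1747 at 24 h and between 329 and 559 at 7 days, and the count of lower genes was between 833 and 1403 and between 1131 and 1570.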

Volcano plots (significance versus fold-change) show 2869 up- and 2449 downregulated genes in the ipsilateral hemisphere of tMCAO- compared to sham-operated animals 24 h post-surgery and 701 genes up- and 1558 downregulated 7 days post-surgery (Figure 2C).

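Interleukin 11 (Il11, ENSMUSG00000004371, chromosome 7 from 4772373 to 4782857 (mm10)) had the largest increase at 24 h among the regulated genes whose stroke and sham libraries did not overlap. Its normalized counts were 2806 ± 720.1 (SD, n = 3) after tMCAO and 15.3 ± 12.7 (SD, n = 3) after sham surgery. The log2 fold change was 7.66 (standard error 0.59, limma adjusted p = 7.5e-08). Mmp3 (ENSMUSG00000043613, chromosome 9 from 7445822 to 7455975 (mm10)) followed with 1739 ± 359 against 11.3 ± 12.1 normalized counts, and its log2 fold change was 7.65 (standard error 1.01, limma adjusted p = 2.1e-05). At 7 days the log2 fold changes of Il11 and Mmp3 were 0.42 and 0.28, which their standard errors of 0.59 and 1.01 exceeded. The genes with the next largest increases at 24 h were Arg1, Lif and Il6. Arg1 had a log2 fold change of 7.60, close to those of Il11 and Mmp3. Its sham ipsilateral libraries of 24 h held at most 2 normalized counts, so the order of these genes depends on the added pseudocount. The genes with the largest decreases at 24 h were Ankrd63, Magee2, Adcyap1, Ucma and Gucy2e, which held at most 32 normalized counts in any sham ipsilateral library of 24 h. At 7 days, Scgb3a1 (ENSMUSG00000064057, chromosome 11 from 49663610 to 49665118 (mm10)) had 56 to 207 normalized counts in the 3 sham libraries and 2791 ± 1886 (SD, n = 3) after tMCAO, a log2 fold change of 4.54 (standard error 0.57, limma adjusted p = 1.8e-05). It was also among the genes that differed between the sham groups of the 2 time points, with a log2 fold change of -3.51 from 24 h to 7 days. Gpr158 (ENSMUSG00000045967, chromosome 2 from 21367542 to 21830547 (mm10)) fell from 107 ± 30.4 to 6.33 ± 5.86 normalized counts, a log2 fold change of -4.14 (standard error 0.46, limma adjusted p = 5.8e-06). Cd5l and Fam19a2 had the largest increase and decrease at 7 days, but Cd5l had at most 4 normalized counts in the sham libraries and Fam19a2 was listed at 0 in all 3 stroke libraries. All 25 upregulated and all 25 downregulated genes drawn in Figure 3A were regulated in the same direction at 24 h, and the same held for the 50 genes of Figure 3B at 7 days.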

Figure 3 shows top 25 up- and downregulated genes at 24 h and 7 days post-stroke and their bioinformatic pathway analyses using KOBAS (Xie et al., 2011). Several genes belonging to the ECM-receptor interaction such as TIMP1 and cell adhesion molecules are dysregulated at 24 h post-stroke indicating an acute BBB breakdown. 

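Gene sets were taken from the KEGG terms in the deposited annotation, and over-representation among the regulated genes was tested with a 1-sided hypergeometric test over 290 pathways, with the 5265 tested genes that carry a term as the background. Of the 72 genes of ECM-receptor interaction, 26 were regulated at 24 h where 16.7 would fall by chance (exact hypergeometric p = 0.00880, Benjamini-Hochberg adjusted p = 0.142). Of the 114 genes of cell adhesion molecules, 36 were regulated against 26.5 by chance (adjusted p = 0.240). With all 15982 tested genes as the background, which brought both past the threshold, the adjusted p was 0.00382 for ECM-receptor interaction and 0.00538 for cell adhesion molecules. Families of genes were also drawn up from gene symbols and tested with Fisher's exact test, adjusted over 20 tests. Among 23 integrins, 9 were higher and 1 (Itgb8) was lower (adjusted p = 0.00829), with the largest log2 fold change in Itgal (2.85, standard error 0.46). Among 37 collagens, 4 (Col4a1, Col4a2, Col5a3 and Col18a1) were higher and 11 lower (adjusted p = 0.00399, and camera adjusted p = 0.0510 for lower values), and after a correction for transcript length and GC content the adjusted p was 0.317. The collagens no longer passed in 5 of the 6 fits that left out 1 library, with adjusted p between 0.00271 and 0.901. Among 10 laminins 1 (Lamb1) was higher and 3 (Lama2, Lama3 and Lamc3) were lower (adjusted p = 0.132), and among 11 claudins 1 (Cldn10) was lower (adjusted p = 0.738). The genes in brackets were named after their values were seen.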

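At 24 h, the proteasome was the pathway with the smallest p, with 36 of 43 genes regulated, all of them higher (adjusted p = 1.6e-14 in the hypergeometric test). It was followed by ribosome biogenesis in eukaryotes with 34 of 72 genes (adjusted p = 8.6e-04) and by cytokine-cytokine receptor interaction with 60 of 159 genes, of which 52 were higher (adjusted p = 0.00202, between 5.6e-04 and 0.733 over the 12 fits that left out 1 library, of which 4 no longer passed). In total 10 pathways passed an adjusted p of 0.05. Of the 997 genes of metabolic pathways, 228 were regulated where 231 would fall by chance (exact hypergeometric p = 0.626). With all tested genes as the background its adjusted p was 0.00167. Among 26 chemokine ligands, 12 were higher and 1 (Cxcl12) was lower at 24 h (Fisher's exact test, adjusted p = 7.8e-04). At 7 days 0 were higher and 4 (Ccl7, Ccl24, Cx3cl1 and Cxcl14) lower, which did not pass (Fisher's exact test, adjusted p = 0.770). The genes in brackets were named after their values were seen. In fits that left out 1 library, the adjusted p of this family at 24 h was between 5.5e-07 and 0.212, and it no longer passed in 1 of 6. Of 80 ribosomal protein genes, all had a positive log2 fold change at 24 h (median 0.54) and 35 were regulated (adjusted p = 8.0e-07), but after the correction for transcript length and GC content the adjusted p was 0.363. All 80 were also positive at 7 days (median 0.38), where 1 (Rps20, named after its values were seen) was regulated. Marker genes of neutrophils and monocytes rose by a mean of 2.88 on the log2 scale without overlap of the libraries (2-sided exact permutation p = 0.1, the smallest for 3 against 3), and those of T cells by 0.85 and of proliferation by 0.58, also without overlap. The panels of endothelial cells (-0.31), astrocytes (-0.87), neurons (-1.24) and oligodendrocytes (-0.65) fell without overlap of the libraries. Against the contralateral hemispheres of the stroke mice at 24 h, the endothelial panel also fell without overlap (-0.46), while those of astrocytes (-0.36), neurons (-0.76) and oligodendrocytes (0.04) overlapped. In the same-numbered pairs of hemispheres, the astrocyte and neuron panels were lower ipsilaterally in 3 of 3 pairs and the oligodendrocyte panel in 1 of 3.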

Metabolic and inflammatory pathways are highly regulated indicating the ischemic injury and the ensuing immune response (Figure 3A). 

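At 7 days, 32 of the 114 genes of cell adhesion molecules were regulated where 15.8 would fall by chance, 11 of them higher and 21 lower (hypergeometric test, adjusted p = 7.8e-04). With 1 library left out in turn, the adjusted p was between 2.4e-04 and 0.0816. For ECM-receptor interaction, 17 of 72 genes were regulated against 9.98 by chance (exact hypergeometric p = 0.0172, adjusted p = 0.113), and with a minimum mean of 20 normalized counts, chosen for the pathways after the data were seen, the adjusted p was 0.0365. Among the integrins, 7 were higher and 1 (Itgb8) was lower (Fisher's exact test, adjusted p = 0.0120), and of the collagens 1 (Col5a3) was higher and 5 (Col8a2, Col9a2, Col12a1, Col22a1 and Col25a1) were lower (adjusted p = 0.720, and camera adjusted p = 0.0452 for lower values). These genes were named after their values were seen. The integrins no longer passed in 4 of the 6 fits that left out 1 library, with adjusted p between 0.00758 and 0.233. The pathway with the smallest p was neuroactive ligand-receptor interaction with 72 genes where 22.6 would fall by chance (adjusted p = 2.4e-19), of which 69 were lower. Of 22 glutamate receptor genes, 18 were lower and 0 higher (Fisher's exact test, adjusted p = 6.2e-12). Over the marker panels, the mean of the neuron genes fell by 2.65, that of the choroid plexus genes by 2.52, that of the astrocyte genes by 0.82 and that of the pericyte and mural genes by 0.42 on the log2 scale, while the genes of proliferation rose by 2.18, each without overlap of the 3 stroke and 3 sham libraries (2-sided exact permutation p = 0.1). The endothelial panel rose by 0.18 and the neutrophil and monocyte panel by 1.83, both with overlap of the libraries. Against the contralateral hemispheres of the stroke mice at 7 days, the choroid plexus panel (-1.30) overlapped. The panels of neurons (-3.00), astrocytes (-1.14), pericyte and mural genes (-0.20) and proliferation (2.64) differed from these hemispheres without overlap.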

At day 7, cell adhesion molecules and ECM-receptor interaction pathways are still dysregulated compared to sham control indicating BBB impairment also in the postacute phase.

**FIGURE 3:**
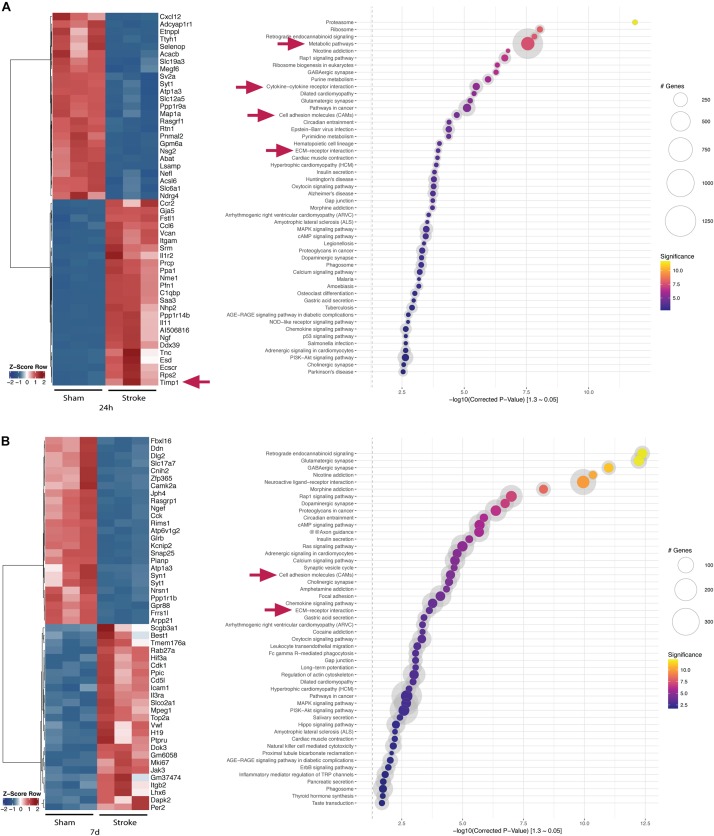
Top-regulated genes and pathways in the acute and postacute stage post-stroke after DESEQ2 normalization. **(A)** *Z*-score of top 25 up- and top 25 downregulated genes in the ipsilateral hemisphere of tMCAO- versus sham-operated animals 24 h post-surgery and gene set enrichment within the identified genes. **(B)** Z-score of top 25 up- and top 25 downregulated genes in the ipsilateral hemisphere of tMCAO- versus sham-operated animals 7 days post-surgery and gene set enrichment within the identified genes. Transcripts accepted as regulated: mean > 5 counts, log_2_fc <> ±0.585, FDR ≤ 0.05. Exemplary genes and gene sets are highlighted (arrows).

### Quantitative Validation of Transcriptional Changes in Proteinases

As a measure of representativeness of the observed dynamics, we aimed to validate the well characterized post-ischemic changes in the MMP/TIMP system. 

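Mmp9, listed as ENSMUSG00000017737, lies on chromosome 2 from 164948219 to 164955850 (mm10). Its normalized counts 24 h after surgery were 382 ± 118.7 (SD, n = 3) in tMCAO- and 65.7 ± 42.0 (SD, n = 3) in sham-operated animals, and the lowest stroke library (282) exceeded the highest sham library (111). The log2 fold change was 2.69 (standard error 0.51) with an adjusted p of 6.3e-04 from limma with Benjamini-Hochberg adjustment, and 0.00118 with the replicate number as a block. With 1 library left out in turn it stayed between 2.19 and 3.16 and was regulated in all 6 fits. At 7 days the normalized counts were 140.3 ± 77.1 (SD, n = 3) against 52.3 ± 29.2 (SD, n = 3), and the ranges of the groups overlapped. The log2 fold change was 1.34 (standard error 0.51, limma adjusted p = 0.0779), which did not pass the threshold. It passed in 2 of the 6 fits that left out 1 library, and over all alternatives the adjusted p was between 0.0135 and 0.300. The change from 24 h to 7 days in the stroke effect was -1.35 (standard error 0.72, limma adjusted p = 0.238).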

MMP9 expression is dramatically increased after 24 h and still significantly upregulated after 7 days when compared to sham animals. qPCR measurements confirmed the acute overshoot of MMP9 (Figure 4A). Similarly, for TIMP1 a massive increase could be detected by RNA sequencing and reproduced by qPCR validation (Figure 4B).

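Timp1 (ENSMUSG00000001131) lies on chromosome X from 20870166 to 20874735 (mm10). At 24 h it had 1205 ± 340.2 normalized counts (SD, n = 3) in the ipsilateral hemisphere after tMCAO and 113 ± 51.5 (SD, n = 3) after sham surgery, without overlap. The log2 fold change was 3.47 (standard error 0.67, limma adjusted p = 7.7e-04), with values from 3.09 to 3.79 when 1 library was left out in turn. At 7 days, 247 ± 131 normalized counts (SD, n = 3) stood against 97 ± 68.5 (SD, n = 3). The libraries still did not overlap, but the log2 fold change of 1.63 (standard error 0.67, limma adjusted p = 0.106) did not pass the threshold and passed it in 1 of the 6 fits with a library left out. Hprt, to which the qPCR values were normalized, had log2 fold changes of -0.04 at 24 h and -0.10 at 7 days, within its standard error of 0.13 at both time points.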

**FIGURE 4:**
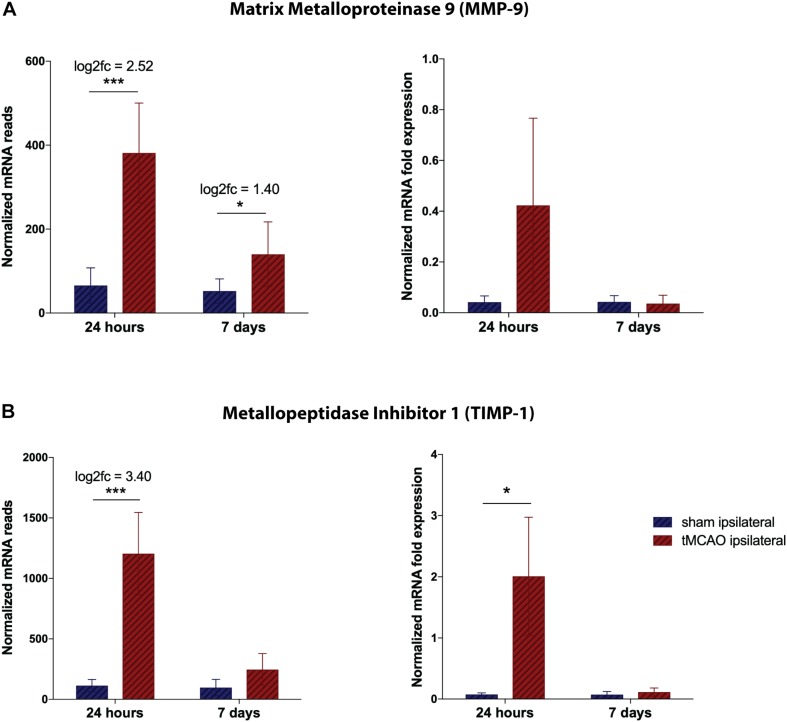
Validation of RNA sequencing dataset by qRT-PCR for proteinases at the NVU. **(A)** Total mRNA reads for TIMP-1 and MMP-9, normalized by DESEQ2. Presented as mean counts per group ± SD, logarithmic fold change and summarized *p*-value (*n* = 3 per group). **(B)** Quantitative validation by qPCR on remaining RNA and freshly isolated samples, normalized to HPRT. Presented as mean 2^–ΔCT^ values per group ± SD and summarized *p*-value (*n* = 3 per group). *p-value < 0.05, ***p-value < 0.0005.

Changes in MMP/TIMP expression are paralleled by breakdown of tight junction markers. By immunohistochemical staining (IHC), occludin signal was reduced at both time points within the stroke region in comparison to CD31 staining reaching significance on 7 days post-stroke. Representative images of the stroke core and corresponding area in the contralateral hemisphere as well as quantification of occludin staining fraction of CD31 positive vessels are shown in Supplementary Figure II.

### Expression Dynamics in the Early Regeneration Phase Post-stroke

In order to characterize the intermediate-term expression dynamics post-stroke, we compared the gene expression pattern relative to sham controls at 24 h post-stroke with that of 7 days post-stroke. We defined four groups, namely resolved, induced, unresolved, and biphasic for further analyses as shown in the Venn diagrams of Figure 5A. 

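Defined by the calls at each time point alone, 2057 of the 2919 genes regulated at 24 h were not regulated at 7 days, 1391 of them higher and 666 lower at 24 h. Over both directions together, their median log2 fold change was 0.72 at 24 h and 0.08 at 7 days. Such a pooled median does not show whether either direction returned to the sham level. At 7 days, 503 of the 2057 genes still had an unadjusted p under 0.05. A difference between the stroke effects of the time points was itself regulated in limma's interaction term for 686 of them (33.3%). When such genes also had to be regulated between 24 h and 7 days in the stroke ipsilateral hemisphere, 737 remained, and without the limit on the fold change 3691 genes were in this group.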

Genes that are regulated at 24 h but not anymore at 7 days post-stroke belong to the resolved group (771 genes). 

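Of the 2114 genes regulated at 7 days, 1252 were not regulated at 24 h, 313 of them higher and 939 lower at 7 days. Over both directions together, their median log2 fold changes were -0.43 at 24 h and -1.36 at 7 days, and 412 of them had an unadjusted p under 0.05 at 24 h. The interaction term was regulated for 274 of them (21.9%). When these genes also had to be regulated between the time points, 487 were left, and 610 were left when an unadjusted p of at least 0.05 and a log2 fold change within the limit were required at 24 h. With 1 library left out in turn, the count was between 817 and 1518.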

Genes that are not regulated at 24 h but only at 7 days post-stroke belong to the induced group (131 genes). 

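Regulation in the same direction at both time points was found for 836 genes, of which 198 were higher and 638 lower. The median log2 fold change of the higher genes was 1.49 at 24 h and 1.21 at 7 days, and that of the lower genes was -1.12 and -1.80. The interaction term was regulated for 9 of the higher and 69 of the lower genes. With 1 library left out in turn, the number of higher genes was between 111 and 245 and that of lower genes between 389 and 665.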

Genes that are upregulated at both time points (201 genes) along with genes that are downregulated at both time points (796 genes) belong to the unresolved group (201 + 796 = 997 genes). 

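Regulation in opposite directions was found for 26 genes, of which 14 were higher at 24 h and lower at 7 days and 12 were lower at 24 h and higher at 7 days. The medians of the former were 1.01 at 24 h and -0.85 at 7 days on the log2 scale, those of the latter -0.78 and 0.67. Many lay near the limit on the fold change, and without this limit 28 and 45 genes were found. When the 6 sham ipsilateral libraries of both time points served together as the reference, 15 genes were higher and then lower, 6 of them among the 14, and 0 genes were lower and then higher. This alternative was chosen after the data were seen.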

Finally, genes that are upregulated at 24 h but downregulated at 7 days (26 genes) and vice-versa (51 genes) are categorized into the biphasic group (26 + 51 = 77 genes).

**FIGURE 5:**
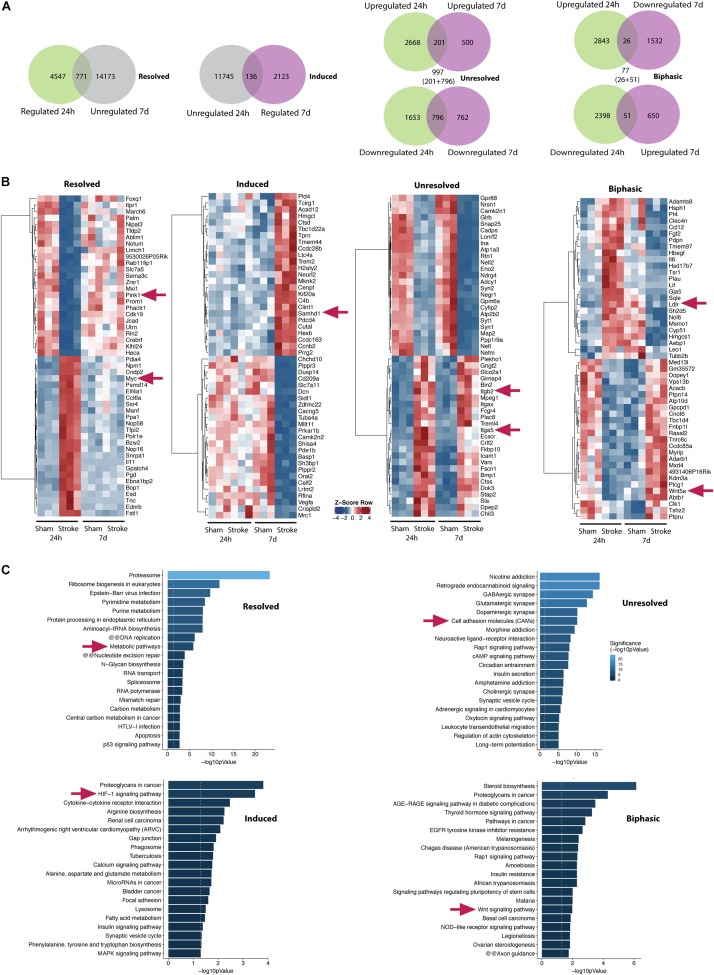
Transcriptomic dynamics at the NVU within one week after stroke. **(A)** Venn diagrams show numbers of genes which are regulated 24 h (first from left, green/left circle) and genes which are not regulated 7 days post-stroke in the ipsilateral hemisphere (first from left, gray/right circle). A total of 771 genes belonging to both groups are defined as resolved (first from left, overlap). A total of 136 genes (second from left, overlap) which are regulated 7 days (second from left, violet/right circle) and not regulated 24 h post-stroke (second from left, gray/left circle) are defined as induced. A total of 997 genes (second from right, sum of overlapping genes) which are either up- or downregulated at both time points are defined as unresolved. A total of 77 genes (first from right, sum of overlapping genes) which are oppositely regulated at both time points are defined as biphasic. **(B)** *Z*-score of top 25 up- and top 25 downregulated genes of induced, resolved and unresolved genes. For biphasic genes top 25 toward each direction are shown (first half: upregulated 24 h and downregulated 7 days post-stroke, second half: downregulated 24 h and upregulated 7 days post-stroke). **(C)** Corresponding bar graphs summarize gene set enrichment within the identified genes. Exemplary genes and gene sets are highlighted (arrows).

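Of the genes drawn in the heatmaps of Figure 5B, all 25 downregulated and 24 of the 25 upregulated resolved genes fell into the resolved group, as did all 50 induced and all 50 unresolved genes into theirs. Of the 25 biphasic genes drawn as higher at 24 h and lower at 7 days, 12 were regulated in both directions, and of the 25 drawn as lower and then higher 7 were. All 50 of these had the drawn sign at both time points. The authors drew these genes from the same libraries, so that matching signs are expected and are no independent test.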

Top 25 regulated genes in each direction for all the groups are summarized by heatmaps (Figure 5B). 

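Among the genes resolved at 7 days, 6 KEGG pathways passed an adjusted p of 0.05 in the hypergeometric test, led by the proteasome with 35 of 43 genes (adjusted p = 2.8e-18) and the ribosome with 49 of 128 genes (adjusted p = 2.9e-07). Of these 49 genes, 48 still had a positive log2 fold change at 7 days. After the correction for transcript length and GC content, 26 ribosome genes were regulated at 24 h where 25.5 would fall by chance, and 4 pathways passed among the resolved genes. Induced genes were over-represented in 5 pathways, led by neuroactive ligand-receptor interaction with 37 genes where 11.8 would fall by chance (adjusted p = 4.3e-08). The unresolved group gave 29 pathways, with GABAergic synapse first (26 of 76 genes, adjusted p = 6.8e-11). In the biphasic group 1 pathway passed, steroid biosynthesis with 4 of 16 genes (adjusted p = 2.9e-05), all higher at 24 h and lower at 7 days (Cyp51, Hsd17b7, Msmo1 and Sqle, named after their values were seen). With all tested genes as the background 26 pathways passed among the resolved genes, and after the correction 16 passed among the induced genes.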

Top 20 pathways identified by gene set enrichment analysis (KOBAS KEGG) are shown in Figure 5C for all the groups. 

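Pink1 (ENSMUSG00000028756, chromosome 4 from 138313409 to 138326307 (mm10)) encodes a mitochondrial kinase. Its normalized counts at 24 h were 3978 ± 445 (SD, n = 3) after tMCAO and 6546 ± 317 (SD, n = 3) after sham surgery, and the log2 fold change was -0.72 (standard error 0.13, limma adjusted p = 3.9e-04). At 7 days they were 6019 ± 852 (SD, n = 3) and 6282 ± 745 (SD, n = 3), with a log2 fold change of -0.06 (standard error 0.13, limma adjusted p = 0.793), whose sign changed under some alternatives. The effect at 7 days exceeded that at 24 h by 0.66 (standard error 0.18, limma adjusted p = 0.0266), and this difference was regulated in 7 of the 12 fits with a library left out. Of the 997 genes of metabolic pathways, 185 belonged to the resolved group where 165.1 would fall by chance (exact hypergeometric test, p = 0.0345, adjusted p = 0.384).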

Several transcripts belonging to metabolic pathways such as PINK1 are resolved at day 7. This is accompanied by induction of pathways of angiogenic/ECM-remodeling (e.g., HIF-1- and proteoglycan-associated pathways) and inflammation at day 7 including genes of innate immunity (e.g., SAMHD1). However, some genes are unresolved by 7 days post-stroke comprising primarily cell adhesion and ECM-endothelial interaction molecules such as ITGB2, ITGA5 indicating persistent disruption of the BBB but also glutamatergic pathways as a hint for ongoing cytotoxicity.

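Of the 95 genes of the HIF-1 signaling pathway, 6 belonged to the genes regulated at 7 days alone (the induced group, in either direction) against 6.86 by chance (exact hypergeometric test, p = 0.692). For proteoglycans in cancer, 20 of 184 genes were in that group against 13.3 by chance (exact p = 0.0414, adjusted p = 0.611), of which 4 (Fn1, Pdcd4, Plcg1 and Vav2, named after their values were seen) were higher and 16 lower at 7 days. After the correction for transcript length and GC content the adjusted p was 0.0109, with 8 genes higher and 21 lower. Samhd1 (ENSMUSG00000027639, chromosome 2 from 157097533 to 157135265 (mm10)) had 3993 ± 352 normalized counts (SD, n = 3) in the ipsilateral hemisphere 7 days after tMCAO and 2564 ± 207 (SD, n = 3) after sham surgery, a log2 fold change of 0.64 (standard error 0.12, limma adjusted p = 0.00109). At 24 h the values were 2141 ± 137 (SD, n = 3) and 2129 ± 76.7 (SD, n = 3), a log2 fold change of 0.01 with a standard error of 0.12. The difference between the effects was 0.63 (limma adjusted p = 0.0267), and it was regulated in 7 of the 12 fits that left out 1 library.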

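Itgb2 (ENSMUSG00000000290, chromosome 10 from 77530252 to 77565686 (mm10)) rose from 167 ± 49.6 to 775 ± 182 normalized counts at 24 h and from 197 ± 42.5 to 569 ± 139.9 at 7 days (SD, n = 3 in each group). The log2 fold changes were 2.23 (standard error 0.23, limma adjusted p = 1.7e-06) and 1.52 (standard error 0.23, limma adjusted p = 1.2e-04). Itga5 (ENSMUSG00000000555, chromosome 15 from 103344286 to 103366763 (mm10)) rose from 1346 ± 172 to 3814 ± 815 and from 1337 ± 74.6 to 2289.7 ± 337 normalized counts (SD, n = 3 in each group), with log2 fold changes of 1.49 (standard error 0.15, limma adjusted p = 1.3e-06) and 0.77 (standard error 0.15, limma adjusted p = 0.00123). The difference between the time points was -0.72 for Itga5 (limma adjusted p = 0.0360, regulated in 4 of 12 fits with a library left out) and -0.71 for Itgb2 (adjusted p = 0.174). Of the 114 genes of cell adhesion molecules, 24 were unresolved against 7.23 by chance (hypergeometric test, adjusted p = 4.2e-06), 11 of them higher and 13 lower. For ECM-receptor interaction, 10 of 72 were unresolved against 4.57 (exact p = 0.0146, adjusted p = 0.106). For glutamatergic synapse, 24 of 100 were unresolved against 6.34 (adjusted p = 3.7e-07), 23 of them lower at both time points. The paper takes the adhesion and ECM genes that stayed regulated as a sign of a lasting disruption of the BBB, and the glutamatergic pathways as a hint of ongoing cytotoxicity. The neutrophil and monocyte panel rose by 2.88 at 24 h and by 1.83 at 7 days, the latter with overlap. The neuron panel fell by 1.24 and 2.65. A different mix of cells was not separated from either reading.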

The biphasic group represents genes that are counter-regulated by 7 days compared to 24 h post-stroke potentially in a compensatory manner for neurovascular regeneration. 

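Of the 123 genes of the Wnt signaling pathway, 2 (Wnt5a and Wnt11) belonged to the biphasic group, against 0.374 by chance (exact hypergeometric test, p = 0.0525, adjusted p = 1.00). Among 22 Wnt ligands and Frizzled receptors drawn up from their symbols, 0 were higher and 7 lower at 24 h (Fisher's exact test, adjusted p = 0.137, and camera adjusted p = 0.00299 for lower values), and 2 (again Wnt5a and Wnt11) were higher and 7 lower at 7 days (Fisher's exact test, adjusted p = 0.00299, and camera adjusted p = 0.0510). This family no longer passed at 7 days in 3 of the 6 fits that left out 1 library, with adjusted p between 0.00242 and 1.00. The median log2 fold change of this family was -0.57 at 24 h and -0.51 at 7 days, and it was negative after median centring as well.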

Wnt signaling is one of the major pathways regulated in such a biphasic manner at the NVU (Figure 5C). Wnt family members 5A (WNT5a) and 11 (WNT11) are significantly decreased 24 h and strongly induced 7 days after tMCAO. This is paralleled by induction of transcription factor SRY-Box 17 (SOX17) on day 7. 

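Wnt5a (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448 (mm10)) had 1113 ± 101 normalized counts (SD, n = 3) after tMCAO and 1679 ± 251 (SD, n = 3) after sham surgery at 24 h, and 2191 ± 396 (SD, n = 3) and 1379 ± 175.7 (SD, n = 3) at 7 days. The log2 fold changes were -0.59 (standard error 0.17, limma adjusted p = 0.0135) and 0.66 (standard error 0.17, limma adjusted p = 0.0101). With 1 library left out in turn, Wnt5a stayed regulated in 3 of 6 fits at 24 h and in 5 of 6 at 7 days. Wnt11 (ENSMUSG00000015957, chromosome 7 from 98835131 to 98855195 (mm10)) had 66.3 ± 15.88 normalized counts (SD, n = 3) against 124 ± 43.1 (SD, n = 3) at 24 h and 147 ± 34.8 (SD, n = 3) against 79.0 ± 12.8 (SD, n = 3) at 7 days. Its log2 fold changes were -0.87 (standard error 0.28, limma adjusted p = 0.0242) and 0.88 (standard error 0.28, limma adjusted p = 0.0347), and it stayed regulated in 3 and 2 of the 6 fits. In neither gene did the 3 stroke libraries overlap the 3 sham libraries of the same time point. The effects differed between the time points by 1.24 in Wnt5a (limma adjusted p = 0.00274) and by 1.74 in Wnt11 (adjusted p = 0.00823), in all 12 fits of each gene. Against the 6 sham ipsilateral libraries of both time points together, neither gene passed the limit at either time point. Against the contralateral hemispheres of the stroke mice, Wnt5a had log2 fold changes of -0.83 at 24 h (limma adjusted p = 0.00144) and 0.25 at 7 days (adjusted p = 0.391), and Wnt11 of -0.96 (limma adjusted p = 0.0164) and -0.61 (adjusted p = 0.163), where it was lower ipsilaterally in 3 of 3 same-numbered pairs. Wnt11 had 224 ± 46.9 normalized counts (SD, n = 3) in the contralateral hemisphere 7 days after tMCAO and 95.3 ± 20.3 (SD, n = 3) after sham surgery.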

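Sox17 (ENSMUSG00000025902, chromosome 1 from 4490931 to 4497354 (mm10)) had 7535 ± 1215 normalized counts (SD, n = 3) in the ipsilateral hemisphere 7 days after tMCAO and 5562 ± 485 (SD, n = 3) after sham surgery. The lowest stroke library exceeded the highest sham library, and the log2 fold change was 0.43 (standard error 0.16, limma adjusted p = 0.0807), which did not pass the threshold. At 24 h, 3964 ± 465 normalized counts stood against 5511 ± 963, a log2 fold change of -0.47 (standard error 0.16, limma adjusted p = 0.0370) that did not reach the limit of 0.585. The difference between the effects was 0.90 (standard error 0.23, limma adjusted p = 0.0189) and passed in 9 of 12 fits with a library left out. In the contralateral hemispheres at 7 days, Sox17 had 7296 ± 1881 normalized counts (SD, n = 3) after tMCAO and 6727 ± 45.2 (SD, n = 3) after sham surgery. The lowest contralateral sham library (6693) exceeded the highest ipsilateral one (6025). A rise at 7 days confined to the stroke side is therefore not shown.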

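Lrp6 (ENSMUSG00000030201, chromosome 6 from 134446476 to 134566913 (mm10)) had 1731 ± 157 normalized counts (SD, n = 3) after tMCAO and 2873 ± 133 (SD, n = 3) after sham surgery at 24 h, a log2 fold change of -0.73 (standard error 0.12, limma adjusted p = 1.9e-04). At 7 days, 2289 ± 242 normalized counts stood against 2346 ± 277, a log2 fold change of -0.03 whose sign changed under some alternatives. Lrp5 (ENSMUSG00000024913, chromosome 19 from 3584828 to 3686564 (mm10)) had 3714 ± 15.5 against 4656 ± 291 normalized counts at 24 h, a log2 fold change of -0.32 (standard error 0.12, limma adjusted p = 0.0490), which did not reach the limit on the fold change. At 7 days the values were 4533 ± 861 and 3558 ± 338, a log2 fold change of 0.34 (standard error 0.12, limma adjusted p = 0.0632). The effects at 7 days exceeded those at 24 h by 0.70 in Lrp6 (limma adjusted p = 0.0135) and by 0.66 in Lrp5 (adjusted p = 0.0194).

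**Figure D1:**
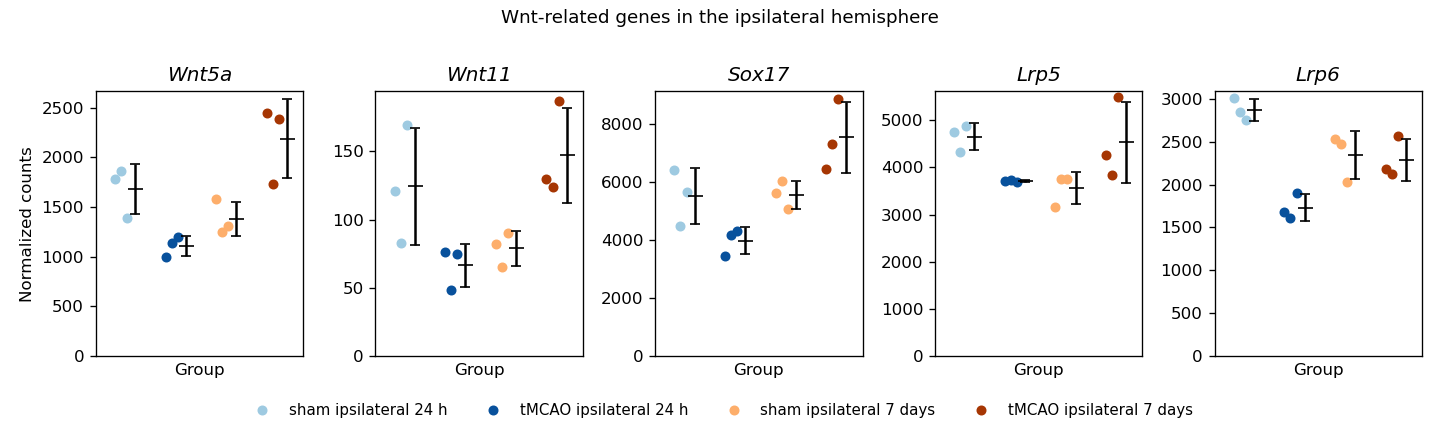
Normalized counts of 5 Wnt-related genes (vertical axes, from 0) in the ipsilateral hemisphere of the 4 groups, with 1 point per library and the mean ± SD (n = 3) beside the points. In Wnt5a and Wnt11 the stroke libraries lie under the sham libraries at 24 h and above them at 7 days.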

Transcripts of LDL receptor related proteins 5 (LRP5) and 6 (LRP 6) which represent direct actors in the Wnt/β-catenin signaling cascade are acutely reduced (Supplementary Figure III).

## Discussion

The struggle for translation from bench to bedside in preclinical stroke research was paralleled by significant clinical advances that occurred rather independently. To date, patients benefit from effective recanalization therapies (Berkhemer et al., 2015; Lees et al., 2016) and the stroke unit concept which includes close monitoring, treatment of complications and rehabilitation (Indredavik et al., 1991; Stroke Unit Trialists’ Collaboration, 2013). Those innovations have changed stroke patients’ populations and needs while post-stroke care for mice has not been adapted accordingly.

Brain reperfusion injury after vessel occlusion and recanalization is best modeled by tMCAO but should go along with understanding and careful consideration of surgery-associated side effects. In a recent study, Lourbopoulos et al. (2017) set out to overcome technical confounders and mortality bias of this model by establishing a stroke unit-like post-stroke care protocol. They achieved a relevant increase in survival rates making this model now practicable for long-term observations. From our point of view, this is a fine example of translation from the clinic to the laboratory to make experimental models more reliable which may in turn facilitate translation from the laboratory to the clinic.

Since we are interested in time-dependent transcriptome changes at the NVU to identify potential therapeutic targets beyond the narrow time window of current recanalization-focused interventions, we chose this model to obtain a translationally relevant sample. The recorded transcriptomic dynamics representatively reflect inflammatory response at the brain microvasculature at an early and a late timepoint, its imbalance of cell adhesion and matrix components, the associated messengers and enzymes and the take-over by regenerative processes. PCA revealed that most dramatic transcriptomic changes occur at 24 h after stroke and already begin to resolve after 1 week. As acute I/R injury-associated breakdown of the BBB, leading to enhanced vascular edema and risk of hemorrhagic transformation gained increasing importance in the light of current stroke treatment, the focus of our study was on the brain microvasculature. Targeting the cellular and extracellular interplay within this compartment might help to overcome present therapeutic limitations (Gurnik et al., 2016; Manley et al., 2000). Exemplarily and as a validation of our dataset, we analyzed MMP-9 and TIMP-1 by quantitative PCR and could confirm the previously observed dramatic imbalance of MMPs and their inhibitors (Lenglet et al., 2014) in our samples.

In order to identify central regulatory pathways that emerge within the first week post-stroke at the BBB, we compared the gene expression patterns at 24 h and 7 days. Gene expression and bioinformatic pathway analyses indicate resolution of several pathways including metabolic and apoptotic signaling cascades by 7 days while – rather surprisingly – glutamatergic pathways remain unresolved (indicated by KEGG pathway terms “glutamatergic synapse” but also “nicotine addiction” and “morphine addiction”) (Kegg Pathway Maps, 2020). Late induction of PINK1, a mitophagy regulator to clear damaged mitochondria, indicates potential resolution of mitochondrial dysfunction and repair of I/R injury as shown previously in cardiac and renal ischemia (Siddall et al., 2013; Tang et al., 2018). The role of mitophagy in ischemic stroke is however not fully understood (Guan et al., 2018).

Furthermore, induction of HIF-1- and proteoglycan-associated pathways at 7 days indicate angiogenic remodeling. Mutations in SAMHD1, a dNTPase known to be important for innate immunity, have been shown to lead to cerebral vasculopathy and early onset stroke (Xin et al., 2011). Along this line, our dataset shows an induction of SAMHD1 in the postacute phase suggesting a potential role for SAMHD1 in post-stroke vascular repair and regeneration. However, several genes are unresolved 7 days after tMCAO especially cell-adhesion molecules such as integrins ITGB2 and ITGA5 as reported previously to be dysregulated in the acute phase (Edwards and Bix, 2018). Previous studies support the therapeutic significance of this group for integrin-based therapeutics (Ley et al., 2016).

A unique feature achieved by intermediate-term observation after stroke is the identification of biphasically regulated genes which might otherwise be misinterpreted. These genes are regulated in one direction at 24 h and in the opposite direction at 7 days post-stroke and potentially represent compensatory mechanisms essential for post-stroke recovery. As an intriguing example, actors of the Wnt signaling cascade, namely WNT5a, WNT11 and – as a downstream target of canonical Wnt signaling – SOX17 show such an expression pattern. While these factors and their direct responders LRP5 and LRP6 are significantly reduced in the acute phase, they show an induction 7 days after tMCAO. This finding is of special interest as Wnt/β-catenin signaling has recently been shown to conduct its crucial role in brain angiogenesis and BBB formation at the NVU (Liebner et al., 2008; Reis et al., 2012) potentially via SOX17 induction (Corada et al., 2018). Furthermore, pharmacological induction of β-Catenin by CHIR99021 was able to reactivate matured cardiomyocytes and therefore suggested as a future approach for regeneration after myocardial infarction (Fan et al., 2018). The same compound has been reported to suppress MMP9 release from macrophages *in vitro* (Kim et al., 2015) which also implies a potential use in BBB protection after cerebral I/R injury. Our current results might help in designing future *in vivo* assessment of this approach according to the biphasic regulation of the Wnt signaling cascade.

Previous RNA sequencing approaches after cerebral I/R injury used either the complete tissue of the affected hemisphere or focused on a specific cell type. Recently, a genome-wide analysis of brain tissue of rats 4.5 and 24 h post tMCAO depicted the acute and hyperacute transcriptional changes within the subcortex of the stroke hemisphere (Dergunova et al., 2018). They identified transcription factors, cytokines and hormones as being regulated already within the first hours after stroke onset and a shift within the expressed cytokine classes until 24 h post-stroke. KEGG pathway analysis showed some common regulations with our dataset e.g., in calcium signaling, MAPK signaling, and ECM-receptor interaction. Interestingly, oxytocine signaling was found to be regulated already at 4.5 h post-stroke which our analysis of microvessels after tMCAO in mice revealed to be unresolved over the first 7 days (Figure 5C). In another study by Duan et al. (2019) the affected hemisphere of rats was isolated 4 days after tMCAO and used to identify long non-coding (lnc)RNA transcripts as potential regulators of apoptosis-associated gene expression. They suggest important lncRNA to be co-expressed in KEGG pathway analysis with calcium signaling, TNF and EBV signaling which mainly comprises pro-inflammatory cytokines as well as PI3K-Akt signaling. Our dataset adds the prolonged scope of transcription dynamics with an explicit focus on the NVU including all its cellular compartments which is why in our study BBB-associated gene transcripts are much more prominent than in the aforementioned works.

Isolating microvessel fragments allows us to picture the dynamics in most components of the NVU (mainly endothelial cells, but to a lesser extent also pericytes, astrocytic endfeet, adjacent microglia and neurons). But it also goes along with certain limitations as it does not allow to pinpoint the specific cellular source of the observed changes. To keep contamination by peripheral blood cells to a minimum, all mice underwent thorough transcardial perfusion before brain isolation. Nevertheless, some immune cells might have been trapped in the microvasculature. From our point of view, this is not necessarily a weakness as immune cells play a crucial role in the vascular pathophysiology after I/R injury and contribute to the transcriptional pattern including cytokine-cytokine receptor interactions and expression of cell adhesion molecules. The contralateral hemispheres of the affected mice and both hemispheres of sham operated animals separately served as controls for stroke-associated changes.

Due to the hereby-caused complexity of the dataset our study is limited to a standard ischemia duration of 60 min and two investigated timepoints. Future studies are needed to investigate (a) shorter occlusion times to capture processes in primarily subcortical/minor strokes, (b) permanent filament insertion to assess differential dynamics between cerebral ischemia with and without reperfusion injury, (c) earlier (e.g., 72 h post-stroke, focusing on first- versus second-line inflammatory reaction) and later timepoints (e.g., 1 month after stroke to assess chronic repair processes), and (d) gene expression data from complete hemispheric tissue in relation to data specifically derived from microvessels of the ischemic hemisphere. Another limitation of our approach is that we isolated microvessels from the whole hemispheres as otherwise the material yield would have been too low for representative mRNA sequencing analysis. Therefore, it has to be kept in mind that our results stem from infarcted, peri-infarct and partly from intact brain regions. By this, genes of interest have to be validated subsequently on the spatial level. Exemplarily, we chose immunofluorescence staining to assess the differential expression of occludin in ischemic and non-ischemic vasculature. We found that within the infarct area, occludin expression was still significantly downregulated after 7 days while staining was normalized in the periinfarct cortex at this time point, in accordance with previous reports (Sun et al., 2017).

## Conclusion

In summary, we provide a well-controlled transcriptome dataset of a translationally relevant mouse cohort after tMCAO. Keeping the above-mentioned limitations in mind, this dataset may help to identify future therapeutic targets in post-stroke inflammation and repair processes including acute BBB alterations, glial scar formation, angiogenesis and neuroregeneration.

## Data Availability Statement

The authors declare that all supporting data are available within the article and Supplementary Material. The RNA sequencing dataset has been uploaded to GEO (record GSE131193).

## Ethics Statement

The animal study was reviewed and approved by the Regierungspräsidium Darmstadt.

## Author Contributions

RB, WP, and KD conceived of the presented idea and developed the experimental design together with R-IK. R-IK carried out the surgeries, post-stroke survival care, microvessel and mRNA isolation under support of RV, LH, and KD. SG performed the mRNA sequencing and supplied the respective graphs upon joined the data analysis with R-IK, FM, KD, WP, and RB. R-IK and FM were carried out the staining and qPCR validation. R-IK, WP, and KD prepared the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

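Brain microvessels were isolated from the ipsilateral and contralateral hemispheres of mice 24 h or 7 days after tMCAO or sham surgery, and RNA was sequenced from 24 libraries, 3 in each of 8 groups. Each library held vessels of 3 pooled hemispheres. The authors trimmed the reads, aligned them with STAR to the mm10 genome, excluded reads that matched several genes and normalized the counts with DESeq2. The deposited values are a score in the sense that the authors divided the reads of each gene by a size factor per library and rounded the result to whole numbers. They are relative to the 24 libraries together. The tool that counted the reads and the release of the annotation are not named in the paper's text, and neither is the rule by which the deposited list came to 17270 genes. Groups were taken from the labels of the libraries, and same-numbered libraries of the hemispheres of 1 surgery and time point were taken as the same pool of mice, a pairing that the labels give by their numbers and the paper does not state.

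Values were handled in R 4.3.3 with limma 3.58.1 and data.table 1.17.8 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. After 1 was added, log2 values of the 15982 genes with a mean above 5 normalized counts were fitted with limma, with a mean-variance trend and all 8 groups in the fit. P-values were adjusted by Benjamini-Hochberg over these genes, and a gene was called regulated with an adjusted p under 0.05 and an absolute log2 fold change above 0.585. The 7 comparisons of the paper, comparisons between control groups and the difference between the stroke effects at 7 days and 24 h (interaction) were tested. DESeq2 and edgeR were not run, neither on the deposited values, which are not whole reads, nor on the reads estimated from them. Genes named in the text are those the paper names, the 5 with the largest increase and the 5 with the largest decrease among the regulated genes without overlap of the libraries at each time point, and for each gene family the members with the largest increase and decrease. Other genes named, such as those behind counts of 5 or fewer, were chosen after their values were seen, as the text says beside them. The interaction of 2 of these genes is not reported here.

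Gene families drawn up from symbols were tested with Fisher's exact test and with limma's camera at a correlation of 0.01. KEGG terms of the deposited annotation were tested with a 1-sided hypergeometric test over the 290 pathways with at least 5 tested genes. Marker panels and principal component scores were compared with 2-sided exact permutation tests, for which 3 libraries against 3 give 0.1 as the smallest p. The hemispheres of sham-operated mice were compared over marker panels with an exact sign-flip test of 6 pairs. For a test of depth, estimated reads were thinned at random to the lowest library in 20 draws. Correlations used 100000 permutations and matched random gene lists 10000 draws over 20 bins of mean expression. The correction for transcript length and GC content regressed each library's log2 deviations on splines with 5 degrees of freedom, with lengths from GENCODE, in which 99.9% of the genes were found.

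Raw reads were not used here. Reads per library were estimated from size factors recovered from the gaps between low values, which came to 13693168 to 20029096 reads with a median of 16900179. On simulated libraries the largest error of such a factor was 0.0003. With 200 changed genes simulated, the interaction recovered 41.4% of genes changed by 1 and 78.6% of genes changed by 2 on the log2 scale, with 6 unchanged genes called. In simulated data without any change, 1 of 15986 genes was called. A simulated length bias gave 4553 false calls without and 18 with the correction.

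Alternatives covered a pseudocount of 0.5, no filter and a minimum mean of 20, the minimum mean over the libraries compared, median centring of the libraries, the replicate number or the mouse pool as a block, only the compared groups in the fit, no limit on the fold change, other definitions of a gene that is not regulated, the correction for length and GC content, the 6 sham ipsilateral libraries as the reference, another background for the pathways and each library left out in turn. The qPCR, staining and survival data were not analysed here.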

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

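The splits of libraries, the thinning of the libraries, the comparison of depth and top genes between groups, the test of red blood cell genes and the clock test of the contralateral hemispheres were chosen only after the results were seen, as were the comparisons between control groups. The correction for transcript length and GC content and the replicate block of the control comparison were also chosen after the data were seen. The other tests in this part were chosen before the values they measure were seen.

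The stroke effect on a gene (ipsilateral tMCAO against sham) differed between 24 h and 7 days in 1297 genes by limma's interaction term with Benjamini-Hochberg adjustment. Among the genes the paper names, the effect at 7 days exceeded that at 24 h by 0.66 on the log2 scale in Pink1, 0.63 in Samhd1, 1.24 in Wnt5a, 1.74 in Wnt11, 0.90 in Sox17, 0.66 in Lrp5 and 0.70 in Lrp6. It was lower in Itga5 (-0.72). Among genes with the largest changes at either time point, the difference was -7.24 in Il11, -7.37 in Mmp3, -8.73 in Lif, -8.49 in Il6, 3.05 in Scgb3a1, 2.79 in Gm6058, -3.11 in Kcnj9 and -2.42 in Gpr158. In members of the gene families it was -0.99 in Psmd14, -0.60 in Psme3, -2.51 in Grin2a and -5.99 in Ccl7. With 1 library left out in turn, the interaction of Kcnj9 was no longer called in 7 of 12 fits. That of Scgb3a1 and of Gpr158 was lost in 2 fits each, and those of Il11, Mmp3, Lif, Il6 and Gm6058 in 0. In 6 further genes at least 1 of the 4 groups had all its libraries at or under 3 normalized counts, so that the added pseudocount sets part of the difference and no fold is read from it: Arg1 (-7.99), Cd5l (4.28), Fam19a2 (-3.19), Plppr5 (-2.95), Cxcl3 (-5.36) and Wnt10a (-3.76).

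Exchanging the time points of same-numbered libraries in all 32 ways gave as many genes only in 1 of the 32, the real one. The 3 others that left all stroke libraries in place gave 448 to 1193 genes, the 4 that exchanged all 3 pairs of stroke libraries gave 212 to 1084, and the 24 that exchanged 1 or 2 of these pairs gave at most 35. After the correction for transcript length and GC content 1211 of the 1297 genes were called in the same direction, and after median centring of the authors' normalized values 1074 were. The 10 genes with the most counts took a share that differed by 0.781 percentage points between the stroke groups of the time points. The estimated depth was higher by a mean of 2997310 reads in the ipsilateral stroke libraries of 7 days than in those of 24 h, without overlap, and the sham libraries of 7 days were deeper as well, as given below. When all libraries were thinned to the lowest estimated depth in 20 draws, 1226 to 1283 genes were called, of which 1140 to 1178 were among the 1297 in the same direction, so that unequal depth does not account for most of them. The neuron panel of the stroke hemisphere differed from sham by -1.24 at 24 h and -2.65 at 7 days (2-sided exact permutation p = 0.1 for each). Of the 76 genes that differed between the ipsilateral sham groups, 25 were among the 1297, 25 of them in the direction opposite to the sham change. The interaction subtracts the sham change, so this direction is partly built in. Scgb3a1 had 1307 normalized counts in the sham libraries of 24 h (mean) and 56 to 207 in those of 7 days, and means of 3322 and 2791 after tMCAO. A different mix of cells, a change within cells and a shift between the sham groups are candidate explanations of parts of the interaction, and they cannot be told apart here.

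The sham groups, which the paper does not compare between time points, differed between 7 days and 24 h in 76 genes in the ipsilateral and 53 genes in the contralateral hemisphere. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 (the real one) gave as many genes in each hemisphere. Same-numbered libraries of the time points are different mice, and of all 10 splits it was also 1, with 0 genes in the others. Neither 4 nor 10 splits can give a share under 0.05. In 43 genes both hemispheres changed in the same direction, and all 76 had the same sign contralaterally. The hemispheres are of the same mice, so this is no independent repeat. The difference of clock output and clock antiphase genes was -1.36 between the sham pools of 7 days and 24 h, without overlap, and the erythrocyte panel differed by 3.39 (2-sided exact permutation p = 0.1 for each, the smallest for 3 against 3). Time of day and RNA of red blood cells left in the vessels are candidate explanations that remain for part of the pattern. Of the 76 genes, 1 (Nr1d2) is in these marker lists. The lists hold 7 clock output and 3 clock antiphase genes, so this count says little on time of day. Regulated and higher at 7 days in both hemispheres were Gbp2, Gbp3, Gbp5, Tgtp1, Tgtp2, Isg15, Oasl2, Xaf1, Psmb8, Psmb9, H2-K1 and Tap1. None of these is in the lists, so the lists do not cover this part of the pattern. Per2 (-1.56 ipsilaterally and -1.70 contralaterally on the log2 scale) and Ciart (-2.01 and -2.20), also outside the lists, were lower. These genes were named after their values were seen. Glucocorticoid response genes differed by -0.45 with overlap (exact permutation p = 0.6). After the correction for length and GC content 68 of the 76 genes were called in the same direction. The mean depth differed by 1776100 estimated reads, with overlap of the libraries. How many of the 76 genes these explanations account for was not tested, and a biological difference between sham mice of the time points cannot be told apart from them.

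Contralateral hemispheres of tMCAO- and sham-operated mice differed in 5 genes at 7 days, a comparison the paper does not report on its own. Per2, C4b, Icam1 and Usp2 were higher and Il10rb was lower after tMCAO, and all 5 were named after their values were seen. Of the 4 splits that part the same-numbered pairs, 1 gave as many genes, the real one. The others gave 0 regulated genes, with at most 2180 genes at an unadjusted p under 0.05 where the real one had 1639. Same-numbered libraries of the 2 surgeries are different mice. Of all 10 splits the real one again stood alone, and the others gave at most 1 gene. Since neither 4 nor 10 splits can give a share under 0.05, the 5 genes cannot be told apart from a chance division by this count. With the replicate number as a block, 18 genes differed. Per2 also differed between the contralateral sham groups of 7 days and 24 h, by -1.70 on the log2 scale. The difference of clock output and clock antiphase genes was 0.88 between the contralateral stroke and sham libraries of 7 days, with overlap (2-sided exact permutation p = 0.2). In the same comparison the astrocyte panel differed by 0.78 and the pericyte and mural panel by -0.17, each without overlap (exact permutation p = 0.1, the smallest possible), and glucocorticoid response genes by 0.79 with overlap (exact permutation p = 0.3). Whether a different mix of cells accounts for the 5 genes was not tested.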

How the results depend on the processing

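The choices of pseudocount, minimum mean, median centring, replicate number as a block, only the compared groups, fold change limit, the definitions of the dynamic groups, camera and leaving out each library were made before the data were examined. The mouse pool as a block, the correction for length and GC content, the 6 sham ipsilateral libraries as the reference, all alternatives of the pathways and all alternatives of the control comparisons were chosen after the data were seen. Tests with edgeR and DESeq2 were not run, neither on the deposited values, which are not whole reads, nor on the reads estimated from them. Whether the choice of test accounts for gaps to the paper's counts is therefore open. For the changes below the cause was not tested.

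Of 513 values of 82 main results under alternatives other than leaving out a library, 455 kept their direction and their side of the threshold or stayed within 1.5 times the count, 58 moved further and 0 reversed. For single genes, families, pathways and panels, 1222 of 1302 values were unchanged in this sense, 34 no longer passed the threshold, 32 passed it newly and 14 reversed. Median centring shifted the median of all genes by -0.105 in comparison 7 and by 0.104 in the interaction, and counts by direction there are relative to that shift.

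Without the limit on the fold change, comparison 1 had 3904 regulated genes (2305 higher, 1599 lower), comparison 2 had 805 higher, comparison 5 had 4885 (2783 higher, 2102 lower), comparison 6 had 970 higher and comparison 7 had 3082, of which 1127 were lower. With it removed, 3691 genes were resolved, 411 unresolved and higher, 28 biphasic higher then lower and 45 lower then higher. After median centring, 1239 genes were lower in comparison 1 and 939 in comparison 7, 595 were higher in the interaction, and 2 contralateral genes were lower after tMCAO than after sham surgery at 7 days. With only the compared groups in the fit, comparison 2 had 1187 genes (290 higher, 897 lower), comparison 6 had 325 higher, 751 genes were induced and 129 unresolved and higher. In that fit the sham groups of the time points differed in 28 genes ipsilaterally (22 higher, 6 lower) and 28 contralaterally (17 higher), and 0 contralateral genes differed between tMCAO and sham surgery at 7 days, 0 higher and 0 lower (with all groups in the fit 1639 had an unadjusted p under 0.05).

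With the replicate number as a block, 21 genes were lower then higher, 33 were lower between the contralateral sham groups, and the contralateral hemispheres of tMCAO and sham surgery differed at 7 days in 18 genes (12 higher, 6 lower). With the mouse pool as a block, comparison 3 had 1 regulated gene, S100a9, which was higher. When the correction for length and GC content was added to that block, comparison 2 had 789 higher genes, comparison 3 had 13 (7 higher, 6 lower) and comparison 4 had 1, Slc45a4, which was higher. Both genes were named after their values were seen. Against the 6 sham ipsilateral libraries, 320 genes were unresolved and higher and 0 were lower then higher (against each time point's own sham group, 6734 and 4687 genes had an unadjusted p under 0.05 at 24 h and 7 days). When a gene not regulated at a time point needed an unadjusted p of at least 0.05 and a small fold change, 610 were induced, and when regulation between the time points was required, 737 were resolved and 487 induced.

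With all tested genes as the background, 58 KEGG pathways passed at 24 h, 26 among resolved, 3 among induced and 46 among unresolved genes. After the correction for length and GC content 5 passed at 24 h and 16 among induced genes. Among induced genes 2 passed with a minimum mean of 20 and 3 with the replicate block.

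Some log2 fold changes reversed under an alternative. In comparison 6, Hprt was 0.0286, Ocln -0.0599, Arg1 0.0409 and Ucma -0.357 against the 6 sham libraries, Pink1 was 0.0439 and Lrp6 0.0360 after the correction for length and GC content, with or without the replicate block, and Lrp6 was 0.00700 after median centring. In comparison 5, Samhd1 was -0.0561 after median centring and -0.126 against the 6 sham libraries, and Itih4 was -0.0112 after centring. In the interaction, median centring gave 0.0358 for Hprt and 0.0350 for Pecam1.

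Over the fits that each left out a library, 95 values of 29 main results moved and 4 reversed. For single genes and pathways 102 values no longer passed, 13 passed newly and 42 reversed. With each library left out in turn, values lay between 535 and 1052 for lower genes of comparison 1, 0 and 1 for genes of comparison 3, 0 and 1 for higher genes of comparison 3, 833 and 1403 for lower genes of comparison 5, 329 and 559 for higher genes of comparison 6 and 1136 and 1991 for genes of comparison 7. In these fits the values lay between 798 and 1268 for higher genes of comparison 7, 338 and 723 for lower genes of comparison 7, 782 and 1444 for genes of the interaction, 203 and 446 for higher genes of the interaction, 579 and 998 for lower genes of the interaction and 19 and 53 for genes between the ipsilateral sham groups. Further values lay between 10 and 38 for higher genes between them, 6 and 20 for lower genes between them, 4 and 76 for genes between the contralateral sham groups, 2 and 33 for higher genes of that comparison, 2 and 43 for lower genes of that comparison and 1 and 12 for contralateral genes between tMCAO and sham surgery at 7 days. They also lay between 1 and 8 for higher genes among these, 0 and 4 for lower genes among these, 817 and 1518 for induced genes, 111 and 245 for unresolved genes higher at both time points, 389 and 665 for unresolved genes lower at both time points and 10 and 22 for biphasic genes higher then lower. The remaining values lay between 5 and 16 for biphasic genes lower then higher, 3 and 12 for KEGG pathways passing for 24 h, 5 and 10 for KEGG pathways passing for resolved, 2 and 19 for KEGG pathways passing for induced, 3 and 8 for Figure 5B genes drawn as biphasic, lower then higher and -0.465 and 0.0432 for the panel of microglia at 24 h. The last lay between -0.0361 and 0.329 for the panel of T cells at 7 days, -0.0142 and 1.60 for the panel of erythrocytes at 24 h and -1.69 and 0.0437 for the panel of choroid plexus at 24 h.

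Signs changed in some fits with a library left out for these log2 fold changes, given as the lowest and highest value: Hprt in comparison 5 -0.0724 and 0.0326, Hprt in time-point interaction -0.145 and 0.0253, Ocln in comparison 6 -0.0344 and 0.0662, Pecam1 in time-point interaction -0.201 and 0.0466, Pink1 in comparison 6 -0.172 and 0.0274, Samhd1 in comparison 5 -0.0273 and 0.0608, Lrp6 in comparison 6 -0.135 and 0.0250, Myc in comparison 6 -0.698 and 1.21, Il11 in comparison 6 -0.209 and 1.38, Mmp3 in comparison 6 -1.14 and 1.18, Arg1 in comparison 6 -1.39 and 0.110, Ankrd63 in time-point interaction -0.434 and 0.727, Magee2 in time-point interaction -0.124 and 1.22, Adcyap1 in time-point interaction -0.403 and 1.00, Ucma in comparison 6 -0.0871 and 0.553, Itih4 in comparison 5 -0.496 and 0.755 and Gpnmb in comparison 5 -2.19 and 0.437. The median of the laminins changed its sign at 7 days in 2 of these fits, where its adjusted p lay between 0.646 and 1.00.

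With 3 libraries in a group, a gene changed by 1 on the log2 scale was recovered in 59.8% of simulated cases, so that a gene not called at a time point is not shown to be unchanged there. Only 200 genes were changed in the simulation, while 2919 were regulated at 24 h. The adjustment was stricter with so few changed genes, so the share recovered in the real comparison can be higher.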

Differences from the paper's values

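For the comparison of tMCAO and sham surgery at 24 h, 1603 genes were higher where the paper's number is 2869. Of the alternatives set before the data were examined, only the fit without a limit on the fold change came within 1.5 times the paper's number, with 2783 genes. For lower genes 1316 stood against the paper's 2449, and median centring (1707) and no limit on the fold change (2102) closed this gap, while the others set before the data were examined did not.

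The resolved group held 2057 genes against the paper's 771. When resolved genes also had to be regulated between 24 h and 7 days in the stroke hemisphere, an alternative set before the data were examined, 737 were found, and no other closed the gap. The induced group held 1252 genes against the paper's 131, and no alternative closed the gap, the nearest being 487 under the same requirement. Of biphasic genes higher then lower there were 14 against the paper's 26. No limit on the fold change gave 28 and leaving out the second sham ipsilateral library of 7 days gave 22, and the other alternatives did not close the gap. Of those lower then higher there were 12 against the paper's 51, with 45 without the limit, and of biphasic genes in all 26 against the paper's 77, with 73 without the limit. In both cases no other alternative set before the data were examined closed the gap.

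The paper states that MMP9 was significantly upregulated at 7 days. Mmp9 had a log2 fold change of 1.34 with an adjusted p of 0.0779 (range over the alternatives 0.0135 to 0.300). It passed without the third sham ipsilateral library of 7 days (adjusted p = 0.0354), without the third stroke ipsilateral library of 7 days (0.0135) and against the 6 sham ipsilateral libraries (0.0455), a reference chosen after the values were seen. The paper states that SOX17 was induced at 7 days. Sox17 had a log2 fold change of 0.43 with an adjusted p of 0.0807 (range 0.0147 to 0.290) and passed only after the correction for length and GC content, with and without the replicate block (0.0162 and 0.0147), which was chosen after the values were seen. The paper states that LRP5 was reduced at 24 h. Lrp5 had a log2 fold change of -0.32 with an adjusted p of 0.0490 (range 0.0209 to 0.826), under the limit on the fold change, and was called without that limit.

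The paper lists metabolic pathways, cell adhesion molecules and ECM-receptor interaction among the pathways regulated at 24 h. Their adjusted p was 1.00, 0.240 and 0.142, and with the background of all tested genes, chosen after the values were seen, it was 0.00167, 0.00538 and 0.00382. Over all alternatives the adjusted p of these 3 pathways ranged over 0.00167 to 1.00, 0.00538 to 0.969 and 0.00382 to 0.6002. For ECM-receptor interaction at 7 days the adjusted p was 0.113, and 0.0365 with a minimum mean of 20, also chosen after the values were seen (range 0.0365 to 0.397). For metabolic pathways among resolved genes it was 0.384 (4.1e-06 with the background of all tested genes, range 4.1e-06 to 1.00). Among induced genes it was 1.00 for HIF-1 signaling and 0.611 for proteoglycans (0.0109 after the correction for length and GC content, also chosen after the values were seen, range 0.0109 to 1.00). For ECM-receptor interaction among unresolved genes it was 0.106, 0.0304 with the background of all tested genes and 0.0373 after that correction. It also passed, in fits chosen after the values were seen as well, with a library left out in 1 fit (0.0410), and its range over all alternatives was 0.0304 to 1.00. For Wnt signaling among biphasic genes it was 1.00, and no alternative that was run brought it past the threshold.

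The paper places the ipsilateral samples of 7 days between those of 24 h and the controls. Their distance to the controls on the first component was 60.9% of that at 24 h, and between 60.7% and 73.0% with median centring, a pseudocount of 0.5 or the 500 genes of highest variance. Without scaling of all genes it was 109.5%, so that their mean lay beyond that of 24 h. Of the genes drawn in Figure 5B as biphasic, 12 of 25 and 7 of 25 were regulated in both directions. Of those drawn as resolved and upregulated, 24 of 25 were higher at 24 h and not regulated at 7 days.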

Other observations

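In this part, the splits of libraries and the clock test of the contralateral hemispheres were chosen only after the result was seen, and the other tests before the values they measure were seen.

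For comparisons 1, 2, 5, 6 and 7, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many regulated genes, the real split. Their other splits gave 0 regulated genes, with at most 408, 2433, 1676, 2300 and 1300 genes at an unadjusted p under 0.05. For comparisons 3 and 4, 4 of the 4 splits gave as many genes, 0, with at most 192 and 251 genes at an unadjusted p under 0.05 in the others and 367 and 359 in the real one. In comparisons 5, 6 and 7 same-numbered libraries are different mice, so all 10 splits apply. Of these, 1 gave as many genes in each comparison, the real one, and the others gave at most 0, 0 and 1. With 4 or 10 splits no share under 0.05 is possible.

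Of the 26 genes regulated in opposite directions at 24 h and 7 days, 6 were called in opposite directions against the 6 sham ipsilateral libraries together. A shift between the sham groups of the time points may therefore account for part of the biphasic calls. After the correction for length and GC content 15 of the 26 were called in opposite directions. Against the contralateral hemisphere 24 of the 26 had the same order of signs and 5 (Fgf2, Hsd17b7, Pdpn, Sqle and Tmem97, named after their values were seen) were called in opposite directions, but that comparison shares the stroke libraries on which the genes were chosen, so it cannot tell whether sham and stroke mice differed in general. Of the 76 genes that differed between the ipsilateral sham groups, 27 were regulated at 7 days in comparison 6, all in the opposite direction, which the shared sham libraries partly build in.

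Ribosomal protein genes had a median log2 fold change of 0.54 at 24 h and 0.38 after the correction for length and GC content, so that these do not fully account for the rise, although the enrichment of regulated genes no longer passed. Glutamate receptor genes had a median log2 fold change of -1.74 at 7 days and -1.59 after that correction. The neuron panel had a median of -2.82, larger in size than that of the receptors. Less RNA from neurons in the preparation is a candidate explanation of the lower receptor genes, and a change within the remaining cells cannot be told apart from it.

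Genes higher in the stroke than in the sham ipsilateral hemisphere at 7 days had a median log2 fold change of 0.20 in the contralateral hemisphere, at percentile 100 of 10000 random lists matched on mean expression, whose 95th percentile was 0.05. The sham libraries of the 2 hemispheres come from the same mice, so a change of the whole stroke mouse cannot be told apart from a shift of the sham mice. Clock genes differed contralaterally by 0.88 with overlap (2-sided exact permutation p = 0.2).

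Control libraries were spread along the second principal component. Over the 12 pools of control mice, the score fell with immediate early genes, with Pearson's r = -0.82 (permutation p = 8.1e-04, adjusted 0.00162) and Spearman's rho = -0.79 (permutation p = 0.00346, adjusted 0.00346) over 2 relations. Without the 2 pools farthest from the median, r was -0.79 (permutation p = 0.00695). Groups of 3 pools are too few for values within groups. Activation of these genes during tissue handling may account for part of the spread, and a difference between the mice was not tested. Glucocorticoid response genes also varied along this component. The control library with the lowest score (-109) had their highest mean log2 value among the controls (12.1). The library with the highest score (54.4) had the lowest (9.92). The relation is therefore not shown to be specific to immediate early genes.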
